A study of Mus musculus with 24 samples. Its data were reported in "Aberrant chromatin landscape following loss of the H3.3 chaperone Daxx in haematopoietic precursors leads to Pu.1-mediated neutrophilia and inflammation" (2021).

How the data were processed

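Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open DNA, in 24 libraries of haematopoietic stem and progenitor cells sorted from mouse bone marrow. Groups were taken from the titles given to the libraries. The populations without a time label had 2 libraries per genotype: LT-HSCs (long-term haematopoietic stem cells), CMPs (the common progenitors of myeloid cells) and GMPs (progenitors restricted to granulocytes and monocytes). The study's methods place these populations at 3 weeks after tamoxifen. LT-HSCs at 3 d.p.i. (days post induction of Cre) had 3 Daxx-KO and 2 Daxx-WT libraries. Both of these Daxx-WT libraries are labelled Daxx +/+. A figure legend of the study instead lists the 2 controls at 3 d.p.i. as Daxx +/+ and Daxx +/F, the latter with 1 floxed Daxx allele. The labels do not mark such a library, and the groups follow the labels. KLS cells (c-Kit+ Lin- Sca-1+) at 3 w.p.i. (weeks post induction) had 3 Daxx-KO, 2 Daxx-WT and 2 DKO libraries, where DKO cells lacked both Daxx and Pu.1, the transcription factor encoded by Spi1.

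The authors deposited 11 peak lists, 1 per group, so the lists carry no spread between libraries. The 6 lists of LT-HSCs, CMPs and GMPs without a time label hold positions alone. The other 5 are conservative lists of reproducible peaks by irreproducible discovery rate (IDR), and the authors gave each peak a score (the lowest was 415), a fold enrichment, and −log10 p and −log10 q values. These 5 lists repeat an interval for each of its summits, so repeated intervals were counted once, with the highest fold enrichment that the authors gave. The score, fold enrichment and −log10 values per peak are the authors' and were used only to rank peaks within a list.

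The authors also deposited 3 tables of sites made with diffReps 1.55.6, comparing LT-HSCs at 3 d.p.i. (Daxx-KO against Daxx-WT) and KLS cells at 3 w.p.i. (Daxx-KO and DKO, each against the same Daxx-WT libraries). Per the file headers, reads were counted in windows of 600 bp moved by 50 bp with a fragment size of 100 bp, a negative binomial test was applied, and windows with a p-value below 0.0001 were merged into sites. The tables therefore list selected sites alone. Per the file headers, the signal at a site is the read number of a library divided by a normalisation constant of that library, and the authors gave the log2 fold change between group means with a p-value and a Benjamini-Hochberg adjusted p-value (FDR). The values per library, multiplied by the constant, were within 0.15 of a whole number for 100% of values below 20 reads. The depth shown by the headers was 4.21 to 16 reads per window on average. Total read numbers, alignment settings and read filters were not known here, since the study's supplementary note on these analyses was not used, and no depth is known for the peak lists without a time label. The positions are on mm10, and chromosome names and lengths were the same as in the GRCm38 reference sequence used here.

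Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1, pysam 0.24.0, samtools 1.23.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1. Peaks on the standard chromosomes were compared by an overlap of at least 1 bp. A distal peak or site lay more than 1000 bp from every transcription start site of GENCODE release M 21. Intervals are 95% intervals from 1000 bootstrap resamples of 10 Mb genome blocks, or 200 for the widths of shared peaks. They cover the choice of genomic regions and not the spread between mice, and a difference whose interval leaves out 0 is called past the threshold. In 100 simulated data sets with a known difference, 95 intervals held it. For sites, FDR below 0.05 in the authors' deposited tables was the threshold. GC fraction and soft-masked bases (repeats) came from the reference sequence. The Pu.1 motif was GAGGAAGT or its reverse complement ACTTCCTC within 100 bp of the centre, and copies of the same sequences shuffled with their dinucleotides kept gave the background.

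Sites of the tables were tested again with limma on log2(value + 1) of the scaled values per library, with Benjamini-Hochberg adjustment over all windows that the headers report as tested. Because the sites had been selected on the same libraries, this is no independent test. The step was tested on simulated data with 200 sites changed by 1.5 on the log2 scale. It recovered 192 of 200 among 11927 sites simulated for the LT-HSC table, 200 of 200 among 17311 for the Daxx-KO KLS table and 43 of 200 among 50928 for the DKO table, with 0, 1 and 0 unchanged sites called. All simulated sites of a table had the same SD between libraries (0.26, 0.24 and 0.38 on the log2 scale). In the Daxx-KO tables themselves the spread differed between sites, with limma prior degrees of freedom of 4.94 and 5.56. These simulations therefore do not give the power of limma in those tables. Agreement of direction between comparisons without a shared library was tested by two-sided Fisher's exact tests, adjusted over 5 pairs. For the pair that shares its Daxx-WT libraries, 20 simulations of 100000 windows gave the agreement of groups without any change.

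The loci named in the text followed a rule. It took 17 loci, which were Daxx as a targeted gene and others discussed for accessibility in the study. It also took the 3 sites with the largest fold change in each direction of each table. Groups, comparisons, tests, this rule and most alternatives were fixed before the data were examined. These alternatives were an overlap of 50% of the shorter peak, the centre of a peak within the other peak, lists reduced to the same number of peaks, autosomes alone, promoters within 2500 bp, start sites of protein-coding genes, an FDR below 0.01, an absolute log2 fold change of at least 1, a pseudocount of 0.5, the upper 75% of sites by mean value, scaling to the total in the listed sites, a replicate block, leaving out each replicate, another motif or window, and other backgrounds. Scaling to each library's mean reads per window, a restriction to sites within peaks, the comparison of distal KLS peaks across 3 genotypes, the split of table directions by peaks and 2 further backgrounds were chosen after seeing the data. Sex and mouse identity of the libraries were not used as groups. A model of raw read numbers was not fitted, since the tables hold scaled values at selected sites. Classes of repeats were not analysed here.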

Results

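ATAC-seq was collected from 24 libraries in 11 groups of sorted mouse bone marrow cells to ask how loss of Daxx, a chaperone of histone H3.3, alters accessible chromatin, and whether the additional loss of Pu.1 changes that outcome. Each group had 2 or 3 libraries and 1 peak list. The lists held between 22156 peaks in DKO KLS cells and 70455 peaks in Daxx-KO LT-HSCs. The peak lists have no replicates, and their intervals describe the choice of genomic regions. In the headers of the authors' deposited tables, the libraries had on average 4.21 to 16 reads per window of 600 bp.

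The targeted genes were examined first. Daxx lies on chromosome 17 at 33909414 to 33915590 (mm10, 8 exons in the transcript with the most exons). A peak covered its promoter and exon 1 in all 11 lists. This peak ended between 33910299 and 33910328 in the 5 Daxx-WT lists and between 33909963 and 33910037 in the 6 Daxx-KO or DKO lists, with no overlap between the ranges. In the authors' deposited table of KLS cells, the site at 33909601 to 33912700, over exons 1 to 5, had 68.6 ± 18.9 scaled reads (SD, n = 3) in Daxx-KO and 275.0 ± 27.7 (SD, n = 2) in Daxx-WT cells, a log2 fold change of -2.00. In the authors' deposited table the site at 33913451 to 33914950, over exons 6 to 7, had 9.92 ± 3.21 (SD, n = 3) against 71.2 ± 24.5 scaled reads (SD, n = 2), a log2 fold change of -2.84. The authors' deposited table for LT-HSCs at 3 d.p.i. had a site at 33909701 to 33911600 with 79.9 ± 25.4 (SD, n = 3) against 200.6 and 365.7 scaled reads in the Daxx-WT libraries. The DKO cells had log2 fold changes of -1.72 and -3.08 at the corresponding sites in the authors' deposited table, and 0.97 at a site over exon 8. In the study's mice, loxP sites flanked Daxx exons 2 to 7, which Cre was meant to delete. Fewer reads over these exons therefore go with lost DNA and do not measure accessibility. The earlier peak end, before exon 2, may have the same cause.

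**Figure D1:**
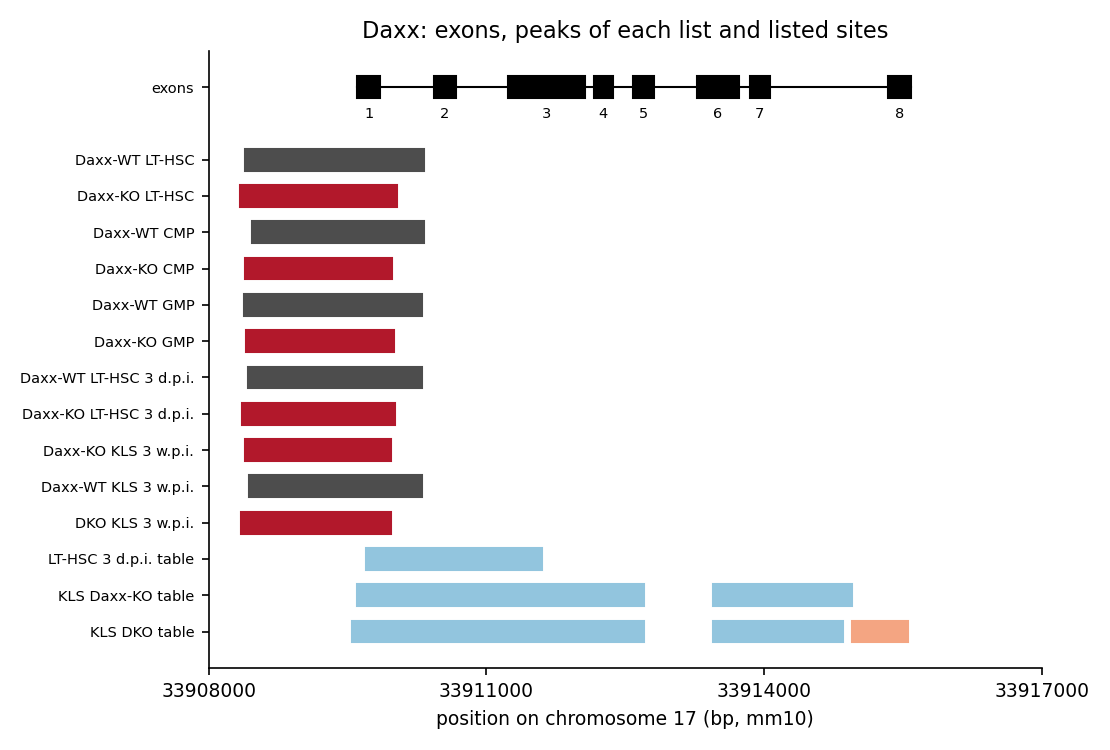
Daxx on chromosome 17 (position in bp, mm10), with exons in black, the peak of each list as a grey (Daxx-WT) or red (Daxx-KO or DKO) bar, and the sites of each of the authors' deposited tables in blue (lower than Daxx-WT) or orange (higher). The peak ends nearer to exon 1 in the 6 Daxx-KO or DKO lists than in the 5 Daxx-WT lists.

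Spi1 lies on chromosome 2 at 91082390 to 91115756. In the authors' deposited table of DKO KLS cells, a site at 91114801 to 91115800, over exon 5 (the last exon), had 2.12 and 4.68 scaled reads in the DKO libraries and 31.1 and 58.1 in the Daxx-WT libraries, a log2 fold change of -3.71 that ranged from -4.39 to -3.19 when each library was left out in turn. The DKO mice carried floxed Spi1 alleles, so lost DNA may account for this site, though the study's text does not name the deleted exons. The other 4 sites within Spi1 in the authors' deposited table were higher in DKO cells, with log2 fold changes from 1.21 to 1.40. In Daxx-KO KLS cells, 3 sites within Spi1 were lower, with log2 fold changes from -1.40 to -1.11 in the authors' deposited table. At the site with -1.20, the Daxx-WT libraries differed, with 37.4 and 105.5 scaled reads against 24.5, 33.2 and 35.8 in Daxx-KO. In LT-HSCs at 3 d.p.i., the site at 91109551 to 91110150 was lower, with a log2 fold change of -1.27 in the authors' deposited table. None of these lower sites in Daxx-KO cells overlapped a Daxx-WT or Daxx-KO peak of the same cells. The Daxx-KO KLS list held a Spi1 peak at 91101420 to 91101763 that the Daxx-WT KLS list lacked. The study reported increased accessibility at Spi1 regulatory elements in both populations. The lower sites therefore do not show which direction prevails at Spi1.

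Peak lists were then compared between genotypes within each population. In LT-HSCs, 9816 of 70455 Daxx-KO peaks (13.9%, interval 13.6 to 14.2) had no Daxx-WT peak, and 4438 of 65455 Daxx-WT peaks (6.78%, interval 6.51 to 7.06) had no Daxx-KO peak. The log2 ratio of these counts was 1.15 (interval 1.09 to 1.20). In CMPs the direction was opposite, with 3167 peaks in Daxx-KO alone and 18832 in Daxx-WT alone (log2 ratio -2.57, interval -2.63 to -2.51). In GMPs, 2260 peaks were found in Daxx-KO alone and 17996 in Daxx-WT alone (log2 ratio -2.99, interval -3.08 to -2.92). LT-HSCs at 3 d.p.i. had 10701 peaks in Daxx-KO alone and 3206 in Daxx-WT alone (log2 ratio 1.74, interval 1.68 to 1.80). KLS cells at 3 w.p.i. had 14210 and 2685 (log2 ratio 2.40, interval 2.34 to 2.47). These last 2 Daxx-KO lists came from 3 libraries each and their Daxx-WT lists from 2. The DKO list was the shortest, with 4742 peaks absent from Daxx-WT and 16145 Daxx-WT peaks absent from DKO (log2 ratio -1.77, interval -1.84 to -1.71). The alternative that moved these ratios most was to reduce both lists to the same number of peaks, which gave -0.039 in CMPs, 0.046 in KLS cells and 0.088 in LT-HSCs (interval 0.034 to 0.14); lists of equal length leave nearly equal numbers of peaks on each side by construction.

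**Figure D2:**
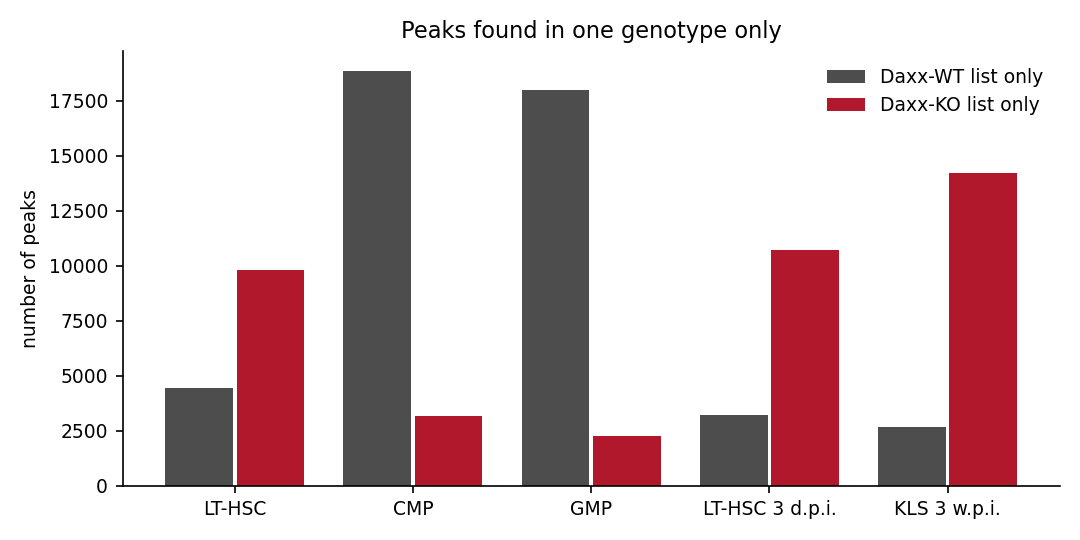
Number of peaks found in the Daxx-WT list alone (grey) or the Daxx-KO list alone (red) for each population. Daxx-KO peaks are the more numerous in LT-HSCs (9816), LT-HSCs at 3 d.p.i. (10701) and KLS cells (14210), and Daxx-WT peaks in CMPs (18832) and GMPs (17996).

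Differentiation was followed by comparing distal peaks of CMPs and GMPs with those of LT-HSCs of the same genotype. Between Daxx-WT LT-HSCs and CMPs, 15803 distal peaks opened and 15289 closed. In Daxx-KO cells 7253 opened and 23841 closed. The log2 ratio of opened to closed peaks was 0.048 (interval -0.0021 to 0.098) in Daxx-WT and -1.72 (interval -1.77 to -1.66) in Daxx-KO cells, a difference of -1.76 (interval -1.80 to -1.72). For GMPs, 19920 distal peaks opened and 19838 closed in Daxx-WT, and 10770 opened and 28002 closed in Daxx-KO cells, a difference between the log2 ratios of -1.38 (interval -1.41 to -1.36). With all lists reduced to the same number of peaks, these differences became 0.058 in CMPs and 0.051 in GMPs.

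The authors' deposited table for LT-HSCs at 3 d.p.i. held 3444 sites with higher and 8421 sites with lower accessibility in Daxx-KO than in Daxx-WT cells at FDR below 0.05. Of these, 2677 higher and 7028 lower sites of the authors' deposited table were distal. In KLS cells, the authors' deposited table held 3287 higher and 13971 lower sites in Daxx-KO cells. In DKO KLS cells it held 36722 higher and 14160 lower sites, so the authors' deposited table had a majority of higher sites in the group with the shortest peak list. The values per library of the 2 groups did not overlap at 98.3% to 100% of sites in the authors' deposited tables, where chance gives 20% for 3 against 2 and 33.3% for 2 against 2 libraries; the sites had been selected for a difference in these libraries. A restriction of the authors' deposited tables to sites that overlap a peak of the same cells left 2257 higher and 1158 lower sites in LT-HSCs at 3 d.p.i., 2138 and 1615 in Daxx-KO KLS cells, and 4786 and 11535 in DKO KLS cells, which turned the majority around in each of the 3 tables. The change itself and the unequal list lengths partly decide which sites pass. In Daxx-KO KLS cells, 63.7% of higher sites lay in Daxx-KO and 25.2% in Daxx-WT peaks, against 7.29% and 7.87% of lower sites. In DKO KLS cells, 17.3% of lower sites lay in DKO and 69.4% in Daxx-WT peaks, against 11.1% and 2.76% of higher sites. The turn therefore does not show which direction prevails.

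**Figure D3:**
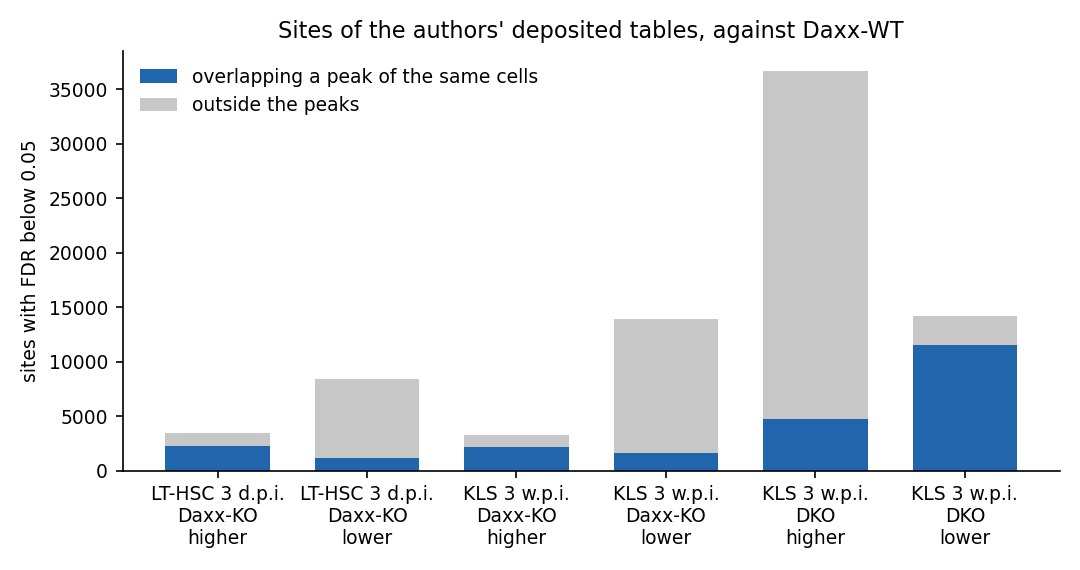
Number of sites with FDR below 0.05 in each of the authors' deposited tables, by direction against Daxx-WT, split into sites that overlap a peak of the same cells (blue) and sites outside these peaks (grey). Most lower sites of the Daxx-KO tables (86.2% and 88.4%) and most higher sites of the DKO table (87.0%) lie outside the peaks.

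Sites outside peaks were those that overlapped no peak of either group compared. They made up 34.5% of the higher and 86.2% of the lower sites in LT-HSCs at 3 d.p.i., per the authors' deposited table and lists. In Daxx-KO KLS cells they were 35.0% of the higher and 88.4% of the lower sites of the authors' deposited table. In DKO KLS cells they were 87.0% of the higher and 18.5% of the lower sites of the authors' deposited table.

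The tables were scaled by the authors with 1 constant per library. After this scaling, the mean number of reads per window was 10.6 and 15.0 in the DKO libraries and 7.39 and 8.19 in the Daxx-WT libraries, according to the headers of the authors' deposited table. It was 9.03, 3.98 and 5.27 in Daxx-KO and 7.60 and 8.61 in Daxx-WT KLS libraries in the header of the authors' deposited table for Daxx-KO. The header of the authors' deposited table for LT-HSCs at 3 d.p.i. gave 8.71, 4.01 and 10.1 for Daxx-KO and 10.8 and 7.41 for Daxx-WT. When reads were instead scaled to the mean per window, the median log2 fold change of all listed sites shifted by 0.41 in LT-HSCs at 3 d.p.i., 0.51 in Daxx-KO KLS and -0.70 in DKO KLS cells. All sites shift nearly alike, so counts above a fixed fold change must follow, and 99.8% to 100% of the sites in each direction kept their direction. With a log2 fold change of at least 1 in either direction, 34836 higher and 8424 lower DKO sites (80.5% higher) in the authors' deposited table became 9802 and 14159 (40.9% higher). In Daxx-KO KLS cells, 1753 higher and 12646 lower sites (12.2% higher) of the authors' deposited table became 3279 and 4937 (39.9%). In LT-HSCs at 3 d.p.i., 1339 and 6489 (17.1%) in the authors' deposited table became 3204 and 2706 (54.2%).

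**Figure D4:**
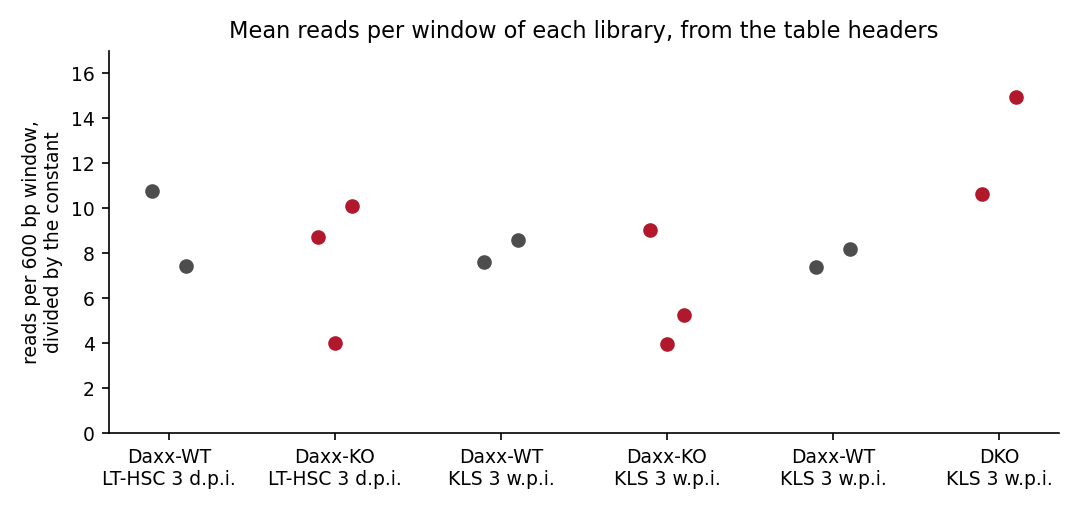
Mean number of reads per window of 600 bp in each library after division by the authors' constant, 1 point per library, for the groups of each table (grey, Daxx-WT; red, Daxx-KO or DKO). The DKO libraries (10.6 and 15.0) lie above the Daxx-WT libraries of their table (7.39 and 8.19), and the groups of the other tables overlap.

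With limma on the scaled values at the listed sites, no site passed an FDR of 0.05 in LT-HSCs at 3 d.p.i. (0 higher and 0 lower, against 3084 and 8370 at an unadjusted p under 0.05) or in Daxx-KO KLS cells (0 and 0, against 2898 and 13851). The power of limma at the real spread of the Daxx-KO tables was not tested, so these counts of 0 do not show an absence of change. In DKO KLS cells, 34252 higher and 7603 lower sites passed with limma and Benjamini-Hochberg adjustment.

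Among the 17 loci discussed in the study, 16 were the nearest gene of at least 1 site and Erdr1 of none. Counted by nearest gene in the authors' deposited table, 6 loci had 5 higher and 4 lower sites in LT-HSCs at 3 d.p.i. In Daxx-KO KLS cells 8 loci had 1 higher and 14 lower sites, and in DKO KLS cells 12 loci had 17 higher and 8 lower sites in the authors' deposited tables. The targeted gene Daxx gave 1 of the lower sites in LT-HSCs at 3 d.p.i. and 2 in each KLS comparison. These counts leave out sites within a locus whose nearest gene is another, such as the exon 5 site of Spi1, assigned to Mybpc3. They therefore differ from the sites within Spi1 given above. Likewise, the lack of a site named for Erdr1 does not show that no site lies within it. The sites with the largest fold changes were mostly outside peaks. The higher site with the largest change in Daxx-KO KLS cells lay between genes on chromosome 2 at 107955251 to 107956750, within a peak, with a log2 fold change of 3.87 in the authors' deposited table and 129.8 ± 48.2 (SD, n = 3) against 8.90 ± 9.35 scaled reads (SD, n = 2). Without Daxx-WT replicate 1 this change became 5.83, and without Daxx-WT replicate 2 it became 3.07. The next, in an intron of Col4a3 on chromosome 1 at 82685851 to 82687650, had 215.8 ± 23.3 (SD, n = 3) against 32.8 and 22.9 scaled reads in the Daxx-WT libraries and a log2 fold change of 2.95 in the authors' deposited table. The lower site with the largest change in DKO KLS cells, on chromosome 2 at 75639101 to 75640400 between genes, had 2.00 ± 0.18 against 56.6 ± 2.20 scaled reads (SD, n = 2 each) and a log2 fold change of -4.82 in the authors' deposited table. It was followed in the authors' deposited table by the exon 5 site of Spi1 and the site over exons 6 to 7 of Daxx. Both lie in genes targeted by Cre, where lost DNA may lower the reads. The higher DKO KLS sites selected had log2 fold changes of 5.83, 4.74 and 4.07 in the authors' deposited table (chromosomes 17, 19 and 6). At the first, the Daxx-WT libraries had 0 and 1.10 scaled reads. In Daxx-KO KLS cells, the lower sites had -3.79, -3.40 and -3.32 (chromosomes 6, 5 and 16), and the third higher site 2.94 (chromosome 13). These sites all lay outside peaks. In LT-HSCs at 3 d.p.i., the 6 sites selected by this rule had log2 fold changes from -3.12 to 2.78 in the authors' deposited table and lay outside peaks. The largest change among the higher sites of these, 2.78 in the authors' deposited table, became 5.34 or 1.91 when either Daxx-WT library was left out.

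Distal sites were compared between directions. In DKO KLS cells, 84.5% of higher and 70.0% of lower sites of the authors' deposited table were distal (difference 14.5 percentage points, interval 13.5 to 15.4), against 54.7% of all Daxx-WT KLS peaks. In LT-HSCs at 3 d.p.i., the shares in the authors' deposited table were 77.7% and 83.5% (difference -5.73, interval -7.77 to -3.65). In Daxx-KO KLS cells the difference of 0.42 points (interval -1.39 to 2.03) was not distinguishable from 0. Repeats made up 19.8% of the bases in higher and 17.1% in lower DKO sites (difference 2.74 points, interval 2.28 to 3.22), and 19.9% in higher and 22.5% in lower Daxx-KO KLS sites (difference -2.55, interval -3.38 to -1.79). The repeat share differed by -0.058 points in LT-HSCs at 3 d.p.i. (interval -0.94 to 0.71). The GC fraction differed between directions by at most 3.06 points, in the GMP peak lists.

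The study connects opened enhancers with Pu.1, so the share of sites holding GAGGAAGT was compared between directions. In Daxx-KO KLS cells, 4.81% of higher and 1.46% of lower sites held the motif (difference 3.35 points, interval 2.59 to 4.07), against 1.06% and 1.12% in shuffled copies. The shares were 3.89% and 1.60% in LT-HSCs at 3 d.p.i. (difference 2.29, interval 1.66 to 2.94). In DKO cells the order was opposite, with 1.31% of higher and 8.79% of lower sites (difference -7.49, interval -7.96 to -7.00) and shuffled shares of 1.04% and 1.30%. In the peak lists, the motif was at 5.83% of Daxx-KO only and 7.28% of Daxx-WT only LT-HSC peaks (difference -1.45, interval -2.35 to -0.56). The difference was -1.99 points in CMPs (interval -3.06 to -0.88) and 0.15 in GMPs (interval -1.09 to 1.45). All Daxx-WT KLS peaks held it at 5.03%, and all Daxx-WT LT-HSC peaks at 3 d.p.i. at 3.86%. The higher sites of the Daxx-KO tables thus held it at shares close to those of ordinary peaks. Most of these higher sites lay in peaks and most lower sites outside them, so location may account for their differences. Motif shares within peaks were compared for the DKO table alone.

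**Figure D5:**
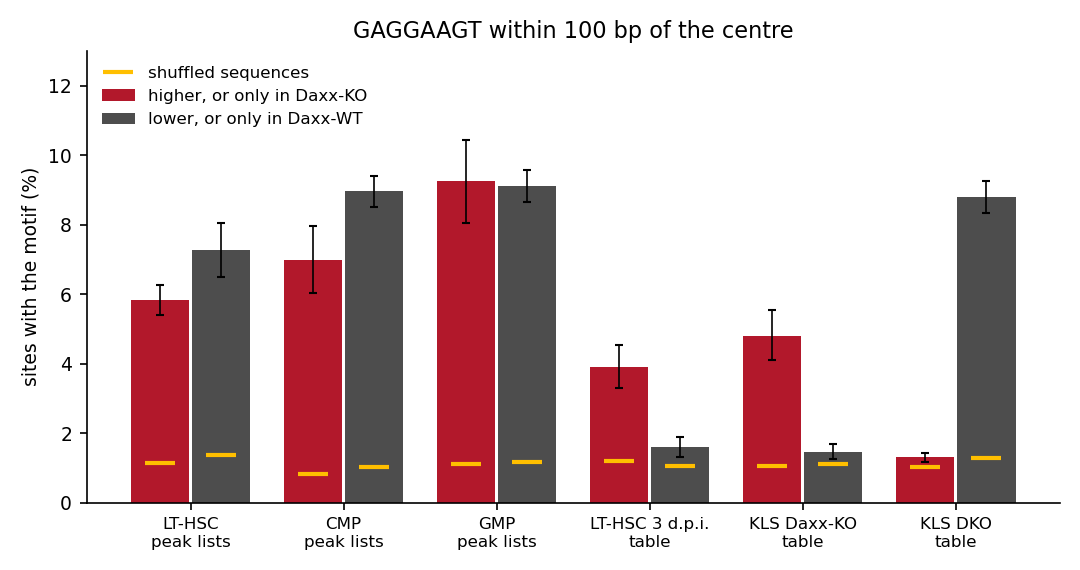
Share of sites or peaks (%) holding GAGGAAGT or its reverse complement within 100 bp of the centre, for higher or Daxx-KO only (red) and lower or Daxx-WT only (grey) sites, with 95% block bootstrap intervals as error bars and the share in shuffled copies as yellow lines. The share is 8.79% at sites lower in DKO cells and 1.31% at sites higher in DKO cells.

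Whether changes in Daxx-KO KLS cells depended on Pu.1 was examined in the DKO peak list. Of 2113 Daxx-KO peaks at higher sites, 1548 (73.3%, interval 70.9 to 75.5) had no DKO peak, against 47.5% of unchanged Daxx-WT peaks of matched width and height (difference 25.8 points, interval 23.7 to 27.9). This difference depended on the background. Opened peaks absent from the Daxx-WT list exceeded Daxx-KO peaks at no listed site, also absent from that list, by 1.27 points (interval -0.71 to 3.16). For opened peaks present in the Daxx-WT list, the same comparison gave 8.57 points (interval 4.95 to 11.9). Of 1092 Daxx-WT peaks at lower sites, 466 (42.7%) had a DKO peak, fewer than the 52.6% of matched unchanged peaks (difference -9.91, interval -13.2 to -6.53). By direction in the tables, 290 of 823 opened sites (35.2%) also in the authors' deposited table for DKO were lower in DKO, and 803 of 1679 closed sites (47.8%) were higher. Of all sites in the authors' deposited table for DKO, 27.8% were lower and 72.2% higher, differences of 7.41 points (interval 3.94 to 10.8) for opened sites being lower and -24.3 points (interval -27.2 to -21.7) for closed sites being higher. A site back at the Daxx-WT level would be absent from the table for DKO, so these differences do not test a return to that level. The differences follow where the sites lie. Within peaks, 46.2% of 602 opened sites were lower in DKO, against 70.7% of all 16321 DKO sites within peaks (difference -24.5, interval -28.5 to -20.5), and outside peaks the difference was -2.17 (interval -4.75 to 0.75). For closed sites being higher, the differences were 2.93 points within (interval -0.29 to 6.00) and -32.2 points outside peaks (interval -35.9 to -28.3). Among distal KLS peaks, 10674 of 11686 found in Daxx-KO and absent from Daxx-WT (91.3%) had no DKO peak, compared with 10386 of 15925 shared by Daxx-KO and Daxx-WT (65.2%), a difference of 26.1 points (interval 25.1 to 27.1). Of 2151 distal peaks found in Daxx-WT and absent from Daxx-KO, 232 (10.8%) had a DKO peak, compared with 34.7% of the 16080 distal Daxx-WT peaks shared with Daxx-KO, a difference of -23.9 points (interval -25.6 to -22.1). The DKO list had 9888 distal peaks, of which 2894 were absent from both other lists.

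Directions were compared between data sets that share no library. Of 690 sites called both in LT-HSCs at 3 d.p.i. and in Daxx-KO KLS cells, 78.1% (interval 74.6 to 81.4) had the same direction, with a log2 odds ratio of 3.74 (interval 3.14 to 4.38, two-sided Fisher's exact test, p = 2.53e-51, adjusted p = 1.26e-50 over 5 pairs). Against the LT-HSC peak lists without a time label, the log2 odds ratio was 0.93 for LT-HSCs at 3 d.p.i. (adjusted p = 0.000171, Fisher's exact test), 1.24 for Daxx-KO KLS (adjusted p = 1.31e-07) and 1.497 for DKO KLS cells (adjusted p = 2.94e-19). LT-HSCs at 3 d.p.i. and DKO KLS cells differed in direction at most of the 1859 sites called in both (41.6% the same, log2 odds ratio -0.82, Fisher's exact test, adjusted p = 5.36e-09). These tests take sites as independent and do not cover the spread between mice. The sites were not split by peaks. In the Daxx-KO tables, 34.5% and 35.0% of higher sites lay outside peaks, against 86.2% and 88.4% of lower sites. The DKO table had the reverse, so where sites lie could contribute to the results for pairs of tables. The KLS tables share their Daxx-WT libraries, and 56.3% of 2502 sites called in both had the same direction (log2 odds ratio 1.00, interval 0.73 to 1.28). Simulated groups without any change that shared their controls had the same direction at a median of 99.9% of sites called in both. Shared controls force this agreement where nothing changes, so the simulation does not measure their part in the 56.3%.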

Values the study reported

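In LT-HSCs at 3 d.p.i., the study reported 8,421 sites with decreased and 3,247 with increased accessibility after Daxx loss. In KLS cells, 90.8% of the distal regions opened by Daxx loss were closed in DKO cells, and most distal regions closed by Daxx loss were described as open again. The study also counted 15,587 distal regions that were open in both WT and Daxx-KO cells and closed in DKO cells, and 3,922 distal sites opened in DKO cells alone.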

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

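The test of peak widths for these results was chosen before the widths were seen, and no test in this part was chosen only after its result.

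The genotype effect on the peak lists differed between populations. The log2 ratio of Daxx-KO only to Daxx-WT only peaks was lower by far in CMPs than in LT-HSCs, with a difference of -3.72 (interval -3.80 to -3.63). Between GMPs and LT-HSCs the difference was -4.14 (interval -4.23 to -4.05). These intervals cover genomic regions, since each group has 1 list.

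A candidate explanation is a lower read depth or a stricter threshold in the shorter list of each pair. It predicts that peaks shared by both genotypes are narrower in the shorter list. The median log2 width ratio of shared peaks, Daxx-KO over Daxx-WT, was -0.059 in CMPs (interval -0.060 to -0.057) and -0.061 in GMPs (interval -0.063 to -0.060), where the Daxx-KO list was shorter, and 0.040 in LT-HSCs, where it was longer. The peaks found in 1 list alone were also narrow, with a median width of 480 bp for Daxx-WT only against 729 bp for shared Daxx-WT peaks in CMPs. Daxx-KO only peaks of CMPs were narrow too, at 472 bp against 677 bp for shared Daxx-KO peaks. These widths therefore do not single out the shorter list. Per the study's methods, CMP and GMP libraries had a further single-read sequencing run, and LT-HSCs were enriched for c-Kit before sorting. Such steps differ between populations, and whether they affected the genotypes unequally is not known. The depth of these libraries is not known, so the widths of shared peaks go with a technical cause without excluding a biological one. A loss of accessibility in Daxx-KO progenitors would also narrow the shared peaks, and it remains open and untested, as 1 list per group gives no spread between mice.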

How the results depend on the processing

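Scaling to the mean reads per window, the restriction to sites within peaks, the alternatives for distal KLS peaks, the background of unlisted Daxx-KO peaks, the split of table directions by peaks and the fits at Daxx without each replicate were chosen only after the results were seen.

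Of 147 recomputed values with an interval, 116 kept their direction and side of the threshold, 7 became weaker, 5 stronger and 19 reversed. Of 104 recomputed counts and fold changes, 74 stayed within their margin and 30 moved. A further 28 counts of sites, each without a library, kept the authors' selection of sites and had little room to change; they show no stability and are left out of these numbers. The agreement of directions between data sets and the repeat, GC, motif and distal differences of the DKO table kept their direction under all their alternatives. For the agreement, no alternative split the sites by peaks.

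Reducing lists to the same number of peaks brought the log2 ratio of Daxx-KO only to Daxx-WT only peaks to -0.039 in CMPs, -0.036 in GMPs, 0.056 in LT-HSCs at 3 d.p.i. and 0.046 in KLS cells, with intervals that include 0, and to 0.088 in LT-HSCs (interval 0.034 to 0.14), which stayed past the threshold. The log2 ratio of opened to closed distal peaks in Daxx-KO cells reversed to 0.062 in CMPs and 0.065 in GMPs, and the difference between genotypes to 0.058 and 0.051. Equal lengths force these ratios towards 0, so this shows that they follow the list lengths and not why the lengths differ. In Daxx-WT cells these ratios were near 0 from the start. For CMPs the ratio was 0.051 with a 50% overlap, 0.056 on autosomes and -0.058 by peak centres. For GMPs it was -0.091 by peak centres, -0.019 with promoters within 2500 bp and -0.0075 with protein-coding start sites.

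The change itself and the list lengths partly decide which sites lie within peaks, so this restriction does not show which direction prevails. Within peaks, the log2 ratio of higher to lower sites reversed to 0.96 in LT-HSCs at 3 d.p.i. and 0.40 in Daxx-KO KLS cells and to -1.27 in DKO KLS cells, with 2257 and 1158, 2138 and 1615, and 4786 higher sites in the authors' deposited tables. Scaling to the mean reads per window with a log2 fold change of at least 1 reversed it to 0.24 in LT-HSCs at 3 d.p.i. (2706 lower sites) and to -0.53 in DKO cells (9802 higher sites), and left 4937 lower sites in Daxx-KO KLS cells. This scaling shifts all sites nearly alike, so such counts must follow it. A log2 fold change of at least 1 alone left 1339 and 1753 higher sites in the Daxx-KO tables and 8424 lower sites in the authors' deposited table for DKO.

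With limma, 0 higher and 0 lower sites passed in the Daxx-KO tables (unadjusted p under 0.05 at 3084 and 8370 sites in LT-HSCs at 3 d.p.i., and 2898 and 13851 in KLS cells) and 7603 lower sites in DKO cells. Scaling to the mean reads per window gave 9 higher and 6 lower sites in LT-HSCs at 3 d.p.i. and 3310 higher and 13843 lower sites in DKO cells. Scaling to the total in the listed sites gave 13810 lower DKO sites, and the upper 75% by mean value 22769 higher DKO sites, where fewer sites were tested. The cause of the other changes was not tested. Leaving out a Daxx-WT or DKO library leaves 1 sample in a group, so limma was not run there.

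The replicate block gave 223 higher and 2073 lower sites in Daxx-KO KLS cells and 34559 and 8046 in DKO cells. The libraries share a number alone, since the deviations of same-numbered libraries correlated at 0.035 and -0.003. No paired analysis was possible in LT-HSCs at 3 d.p.i. because the values per library carry no replicate number.

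For distal shares, the difference in CMPs was 0.14 points with protein-coding start sites and in Daxx-KO KLS cells 6.56 points with promoters within 2500 bp. The motif difference in the LT-HSC lists was -0.73 points with the core RGGAAG and -0.81 in whole sites. In GMPs it was -0.16 and -0.47. In 200 bp around the centre, the repeat share differed by -1.96 points in LT-HSCs at 3 d.p.i. and the GC fraction by -0.84 points in DKO cells. Against unlisted Daxx-KO peaks absent from Daxx-WT, the difference for opened peaks lacking a DKO peak was 1.27 points (interval -0.71 to 3.16). By direction in the tables, opened sites were lower in DKO less often than all DKO sites within peaks, by -24.5 points. Outside peaks this difference was -2.17 points (interval -4.75 to 0.75). For closed sites being higher, it was 2.93 points within peaks (interval -0.29 to 6.00) and -32.2 points outside peaks. The cause of these changes was not tested.

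At Daxx, scaling to the mean reads per window gave log2 fold changes of -1.31 in LT-HSCs at 3 d.p.i., -1.34 and -2.42 in Daxx-KO KLS and -2.36 and -3.81 in DKO cells. Leaving out each library, the DKO site over exons 6 to 7 ranged from -3.43 to -2.60. Among sites named singly, 31 of the recomputed fold changes moved and none of them reversed.

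A model of raw reads and TMM scaling were not run, as the tables hold scaled values at selected sites. The depth of 4.21 to 16 reads per window limits what can be said of sites outside peaks.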

Other observations

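The tests of background reads, of open regions below the peak threshold, of GC content at the sites of the 3 tables, of motifs within peaks and matched peaks, of distal KLS peaks, of unlisted Daxx-KO peaks, of table directions within peaks, of the Daxx-WT libraries at Daxx and of chromosome Y were chosen only after the results were seen.

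Most sites of the DKO table were higher in DKO, whose peak list is the shortest. Of the higher sites, 87.0% (interval 86.4 to 87.5) lay outside the peaks of the same cells, and both DKO libraries had more scaled reads per window than both Daxx-WT libraries. A higher background left by the scaling is a candidate explanation. Scaling to the mean per window shifts all sites alike, so it does not test this. Open regions below the peak threshold are another candidate explanation. Higher sites outside peaks overlapped the LT-HSC, CMP and GMP lists 1.52 times as often as copies shifted by 50 kb that also lay outside the peaks (11.0% against 7.24%, interval of the difference 3.15 to 4.38 points). Of the lower sites outside peaks, 78.8% overlapped these lists. These lists hold no DKO cells, so regions open in DKO cells alone would be missed. In each of 10 groups of sites by GC fraction the majority was higher, with 58.9% (interval 55.4 to 61.8) to 78.3%, which argues against GC content as the whole cause and leaves open a part played by it. A true gain of accessibility in DKO cells remains open, as 2 libraries per genotype do not separate it from the quality of the libraries.

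In the Daxx-KO tables the majority went the other way, with 88.4% of lower sites outside peaks in KLS cells and 86.2% in LT-HSCs at 3 d.p.i. The reads per window of the Daxx-KO and Daxx-WT libraries overlapped in both, so a lower background and a loss of accessibility cannot be told apart. Sites outside peaks overlapped the independent lists 2.43 times as often as shifted copies outside peaks in KLS cells (15.5% against 6.37%) and 2.08 times in LT-HSCs at 3 d.p.i. (12.5% against 6.00%), which fits open regions below the peak threshold for some of them. The majority was lower in each of 10 groups by GC fraction, with 77.2% to 87.6% in KLS cells and 55.2% (interval 51.9 to 58.7) to 79.2% in LT-HSCs at 3 d.p.i., which argues against GC content as the whole cause and leaves open a part played by it. Of the other direction, 44.3% of the higher sites outside peaks in KLS cells and 45.4% in LT-HSCs at 3 d.p.i. overlapped the independent lists.

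The motif of Pu.1 was commoner at sites lower in DKO. Peaks being richer in the motif may be part of it, yet Daxx-WT peaks at lower sites held it more often than Daxx-WT peaks at no listed site, by 4.73 points (8.34% against 3.61%, interval 4.14 to 5.30). Matched on distal position, width and height, the difference was 4.20 points (interval 3.61 to 4.78). With higher sites weighted to the same GC content the difference was 7.49 points (interval 6.97 to 7.96). These values argue against each of these as the whole cause. A dependence of these sites on Pu.1 is a hypothesis, and others, such as a changed mix of cells in the sorted population, were not tested.

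Most peaks opened in Daxx-KO KLS cells had no DKO peak, by 25.8 points more than unchanged Daxx-WT peaks. For peaks absent from Daxx-WT, opened peaks exceeded unlisted Daxx-KO peaks of the same width and height by 1.27 points (90.0% against 88.8%). These unlisted peaks are also found in Daxx-KO and not in Daxx-WT, so a shorter DKO list and a return of gained peaks cannot be told apart there. For opened peaks also in the Daxx-WT list the excess was 8.57 points (48.5% against 40.0%), which argues against list length as the whole cause. By direction in the tables, opened sites within peaks were lower in DKO less often than all DKO sites within peaks, by -24.5 points (interval -28.5 to -20.5). This cannot speak against a return, since a site back at the Daxx-WT level would not be listed for DKO. Of 3287 opened sites, 823 were in the authors' deposited table for DKO. Shared Daxx-WT libraries also favour the same direction in both tables. Of Daxx-WT peaks at lower sites, 42.7% had a DKO peak. The direction of the sites called in both KLS tables had a log2 odds ratio of 1.00. Simulated groups without any change gave 18.1, an agreement that shared controls force. The agreement in the data could come from the shared libraries, but this simulation does not show how much of it does.

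A site in an exon of Xist on chromosome X at 103481151 to 103482400 had 249.6, 231.0 and 236.5 scaled reads in Daxx-KO and 12.4 and 239.1 in Daxx-WT LT-HSCs at 3 d.p.i. in the authors' deposited table. It was singled out after its values were seen. A candidate explanation is that the Daxx-WT library with 12.4 scaled reads came from a male and the others from females. Which of the labelled Daxx-WT replicates this is cannot be read from the table. At higher sites, the log2 ratio of this library to the other Daxx-WT library was lower on chromosome X than on autosomes by a median difference of -0.26, outside the range of -0.09 to 0.09 from 10000 random autosomal lists. Chromosome X held 2.41% of higher and 0.285% of lower sites of that table. It held 1.43% of higher and 0.766% of lower sites in Daxx-KO KLS cells, and 0.327% and 2.13% in DKO KLS cells. Unequal shares are therefore not particular to the table with this library. The labels give no sex, and no biological explanation was tested.

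The same library had 200.6 scaled reads at the Daxx site of the authors' deposited table for LT-HSCs at 3 d.p.i., against 365.7 in the other Daxx-WT library. Of 700 autosomal sites within peaks with a similar mean, 0.429% had a ratio of these libraries as far from the median. A control with 1 floxed Daxx allele is a candidate explanation that fits this value. The study's figure legend lists a Daxx +/F control at 3 d.p.i., while the labels give both libraries as Daxx +/+. A single site in a pair of libraries does not settle it, and the groups were kept as labelled.

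At the end of chromosome Y, 5 sites between 90734401 and 90813150 were higher in Daxx-KO KLS cells. In DKO cells 5 sites there were higher, with log2 fold changes from 0.85 to 1.90 in the authors' deposited table. The LT-HSCs at 3 d.p.i. had 2 higher sites (log2 fold changes 0.87 and 1.17) and 2 lower sites (-0.96 and -0.50) there in the authors' deposited table. The Daxx-WT libraries of the Daxx-KO KLS table differed from each other at its sites by a median ratio of 1.75 (1.18 to 2.14), so copies that vary between mice could contribute. The ratios lie on both sides of the 1.5 set for the test, and this and the genotype cannot be told apart. The study reported that sites bound by the telomeric RNA TERRA on sex chromosomes opened in Daxx-KO KLS cells and reverted in DKO cells. Whether the sites listed here are among them was not examined.

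The number of distal peaks shared by Daxx-WT and Daxx-KO KLS cells and absent from DKO was 10386. That is lower than the value quoted from the study above, as is the number of distal DKO peaks absent from both other lists, 2894. The share of distal peaks found in Daxx-KO and not in Daxx-WT that had no DKO peak, 91.3%, is close to the share quoted. Of the distal peaks found in Daxx-WT and not in Daxx-KO, 10.8% had a DKO peak, below the majority described there. The study's way of setting these regions apart was not repeated. The number of all lower sites in LT-HSCs at 3 d.p.i. in the authors' deposited table, 8421, equals the number quoted above and counts promoters as well as distal sites, of which 7028 were distal. The number of higher sites in the authors' deposited table, 3444, exceeds the number quoted above. The cause of these differences was not tested.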
